# Fenofibrate induces apoptosis of triple-negative breast cancer cells via activation of NF-κB pathway

**DOI:** 10.1186/1471-2407-14-96

**Published:** 2014-02-16

**Authors:** Ting Li, Qunling Zhang, Jian Zhang, Gong Yang, Zhimin Shao, Jianmin Luo, Minhao Fan, Chen Ni, Zhenhua Wu, Xichun Hu

**Keywords:** Triple-negative breast cancer, Fenofibrate, Anti-proliferation, Apoptosis, NF-κB, Cell cycle arrest

## Abstract

**Background:**

There are a lot of unmet needs in patients with triple-negative breast cancer (TNBC). Fenofibrate, a peroxisome proliferator-activated receptor alpha (PPAR-α) agonist, has been used for decades to treat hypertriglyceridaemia and mixed dyslipidaemia. Recent studies show that it might have anti-tumor effects, however, the mechanism remains unclear. Here, we assessed the ability of fenofibrate to induce apoptosis of TNBC *in vitro* and *in vivo* and explored involved mechanisms.

**Methods:**

MTT method was used to evaluate the anti-proliferation effect of fenofibrate, and invert microscope to observe the apoptotic morphological changes. The percentage of apoptotic cells and distribution ratios of cell cycle were determined by flow cytometric analysis. The related protein levels were measured by Western blot method. The changes of genes and pathways were detected by gene expression profiling. The tumor growth *in vivo* was assessed by MDA-MB-231 xenograft mouse model. Terminal deoxytransferase-catalyzed DNA nick-end labeling (TUNEL) assay was employed to estimate the percentage of apoptotic cells *in vivo*. In order to evaluate the safety of fenofibrate, blood sampled from rat eyes was detected.

**Results:**

We found that fenofibrate had anti-proliferation effects on breast cancer cell lines, of which the first five most sensitive ones were all TNBC cell lines. Its induction of apoptosis was independent on PPAR-α status with the highest apoptosis percentage of 41.8 ± 8.8%, and it occurred in a time- and dose-dependent manner accompanied by up-regulation of Bad, down-regulation of Bcl-xl, Survivin and activation of caspase-3. Interestingly, activation of NF-κB pathway played an important role in the induction of apoptosis by fenofibtate and the effect could be almost totally blocked by a NF-κB specific inhibitor, pyrrolidine dithiocarbamate (PDTC). In addition, fenofibrate led to cell cycle arrest at G0/G1 phase accompanied by down-regulation of Cyclin D1, Cdk4 and up-regulation of p21, p27/Kip1. *In vivo*, fenofibrate slowed down tumor growth and induced apoptosis with a good safety profile in the MDA-MB-231 xengograft mouse model.

**Conclusions:**

It is concluded that fenofibrate induces apoptosis of TNBC via activation of NF-κB pathway in a PPAR-α independent way, and may serve as a novel therapeutic drug for TNBC therapy.

## Background

Breast cancer is the most common malignant cancer in women globally. Based on different gene expression profiles, breast cancer is classified into at least four subtypes [1]. Triple-negative breast cancer (TNBC) is a special subtype of breast cancer, which is defined as the absence of estrogen and progesterone receptor expression as well as ERBB2 amplification. Therefore, when compared with other subtypes of breast cancer, TNBC has no response to endocrine or anti-ERBB2 therapies and systemic chemotherapy is the major treatment for those patients after metastasis. However, there is no standard therapeutic regimen up to now, and a vast majority of deaths occur in the first 5 years after treatment [2], making that TNBC as a whole group still has a poor outcome. Therefore, new effective and safe drugs are urgently needed to be found.

Fenofibrate is a fibric acid derivative and plays an important role in lowering the levels of serum cholesterol and triglyceride and elevating the levels of high density lipoproteins [3]. It has been used for years to treat severe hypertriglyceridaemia and mixed dyslipidaemia through activating of peroxisome proliferator-activated receptor-α (PPAR-α) [3], which is a specific transcription factor belonging to the nuclear receptor superfamily [4].

Recent studies showed that fenofibrate might have anti-tumor effects, however, the detailed mechanisms were not fully understood. Although such anti-tumor effects were present in B-cell lymphoma [5], prostate cancer [6], glioblastoma [7], mantle cell lymphoma [8], squamous cell carcinoma [9], hepatocellular carcinoma [10,11], glioma [12], melanoma [13,14], lung cancer [13,15], fibrosarcoma [13], medulloblastoma [16] and endometrial cancer [17], the effects of fenofibrate on breast cancer, especially on TNBC had not been reported yet. Murad et al. [18] just showed that treatment with fenofibrate decreased the semaphorin 6B gene expression of breast cancer cells, which had a broad range of functions, from immune response and cell migration to angiogenesis and cancer.

A better understanding of the effects and mechanisms may shed light on the new potential TNBC therapy. Therefore, we assessed the anti-tumor effects of fenofibrate in breast cancer cell lines and then explored the possible mechanisms involved.

## Methods

### Reagents and antibodies

3-(4, 5-dimethylthiazol-2-yl) -2, 5-diphenyltetrazolium bromide (MTT), pyrrolidine dithiocarbamate (PDTC), fenofibrate and giemsa stain were purchased from Sigma (St Louis, MO, USA). GW6471 was purchased from Tocris Bioscience (Ellisville, MO, USA). Beta-Actin, p21, p27/Kip1, Cyclin D1, Akt1, Phospho Akt1 (pS473), Phospho Erk1 (pT202) / Erk2 (pT185), NF-κB (p65subunit), IKK-α, IκBα and Phospho-IκBα (pS36) antibodies were purchased from Epitomics (Burlingame, CA, USA). Cdk2, Cdk4, Cdk6, p53 (DO-2) and TFIIB (D-3) antibodies were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). CyclinB1, Bad (D24A9), Bid, Bcl-2, Bcl-xl, Survivin (71G4B7), Caspase3, Erk1/2 and Phospho-IKKα(Ser176)/IKK β(Ser177) antibodies were purchased from Cell Signaling Technology (Beverly, MA, USA). PE Annexin V Apoptosis Detection Kit I was purchased from BD Bioscience (San Jose, CA,USA). Cell cycle staining solution was purchased from MultiSciences Biotech (Hangzhou, China). Terminal deoxytransferase-catalyzed DNA nick-end labeling (TUNEL) assay was from Promega Corporation (Madison, WI, USA). The gene expression profile was done by KangChen Biotechnology Company (Shanghai, China).

### Cell culture

Cell lines including SK-BR-3, MCF-7, T47D, HCC1937, HS578T, MDA-MB-231, MDA-MB-436, BT549, MDA-MB-453, MDA-MB-468 and MCF-10A cells were purchased from the American Type Culture Collection (ATCC, Bethesda, MD, USA). All cell lines had been tested and authenticated by ATCC. In brief, morphology and proliferation of cells were routinely assessed and the identities of cells were verified by isoenzyme and short tandem repeat analysis. Cells were also regularly tested for mycoplasma infection. MDA-MB-231HM and MDA-MB-231-B cell lines were established by our institute according to previously described method [19]. The MDA-MB-231HM cell line had a high potential to metastasize to lung and MDA-MB-231-B cell line was obtained from bone metastases resulting from MDA-MB-231. All cell lines were used for no more than 3 months after being thawed.

Breast cancer cell lines were cultured in the ATCC-recommended media, which were supplemented with 10% fetal bovine serum. Cells were cultured as a monolayer in 5% CO2 and 95% air in a humidified incubator at 37°C and collected during their exponential growth phase. Cells were cultured for 24 hours till attachment before experimental use.

### Cell proliferation analysis

Cells were seeded into 96-well tissue culture plates (Nunclon™) at a density of 3 × 10^4^ cells/mL in a volume of 180 μL culture media and treated with various conditions for different duration of time. Each well was added with 20 μL of MTT reagent (0.5 mg/mL) and incubated at 37°C for 4 hours. Afterwards, the supernatant was sucked out, and the same volume of dimethyl sulfoxide (DMSO) was added to each well to dissolve the resulting formazan crystals at 37°C for 20 min. The optical density values (OD value) were measured at 490 nm using a plate reader (BioTek Company). The inhibition ratios for each treatment condition were calculated by OD values. The potency of cell proliferation inhibition was expressed as a half maximal inhibitory concentration (IC_50_) value.

### Cell staining analysis

MDA-MB-231 cells were seeded into 6-well tissue culture plates (Corning) at a density of 1 × 10^5^ cells/mL in a volume of 2 mL culture media and treated with fenofibrate for 24 hours. The plates were washed with PBS once and cells were fixed with cold methanol for 10 minutes. After washed twice with PBS, cells were stained with Giemsa staining solution, observed and photographed under the microscope.

### Apoptosis analysis

Apoptosis was detected by PE Annexin V Apoptosis Detection Kit I according to the manual instruction. In brief, cells were washed with PBS twice and 1 × Binding Buffer once and then suspended in 1 × Binding Buffer. Cells were double-stained with PE Annexin V and 7-AAD for 15 minutes in the dark at room temperature, and then analyzed by flow cytometry.

### Cell cycle analysis

Cells were harvested and washed with cold PBS, and then fixed with 75% ethanol at -20°C overnight. The fixed cells were washed with cold PBS twice, added 500 μL DNA staining solution (including 200 μg/mL RNase A and 20 μg/mL propidium iodide staining solution) and incubated for 30 minutes. Finally, cells were analyzed by flow cytometry in the presence of the dye.

### Western blot analysis

Western blot analysis was performed according to the method described previously [20]. Briefly, cell lysates were added and proteins from each group were extracted, separated by standard SDS-PAGE and then transferred onto polyvinylidene difluoride membranes. The membranes were washed, blocked and incubated with specific primary antihuman antibodies at 4°C overnight. Afterwards, the membranes were washed and incubated by horseradish peroxidase-conjugated secondary antibodies for 1 hours at room temperature. The signals were visualized by luminescent image analyzer (ImageQuant LAS4000 mini). TFIIB [21] and β-actin were detected as a loading control.

### Human expression microarray analysis

The total RNA was extracted by TRIzol after harvesting cells treated with fenofibrate. The Whole Human Genome Oligo Microarray (4x44K, Agilent Technologies) was done by KangChen Biotechnology. The data extracted from Agilent Feature Extraction software (version 11.0.1.1) were quantile normalized and analyzed by the GeneSpring GX v11.5.1 software package (Agilent Technologies). The fold change filtering identified differentially expressed genes. Pathway and gene ontology (GO) analysis were applied to identify the roles of these differentially expressed genes playing in biological pathways or GO terms. The microarray data was accessible through Gene Expression Omnibus (GEO) [22] series accession number GSE49965 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49965).

### Nude mouse xenograft model of human tumor

Six-week-old female BALB/c nude mice (Laboratory Animal Center of Chinese Academy of Sciences, Shanghai Branch) were used. Xenografts were initiated by subcutaneous injection of 2 × 10^6^ MDA-MB-231 cells into each mouse (n = 10 for each group). Seven days after injection, 200 mg/kg of fenofibrate suspended in 5% sodium carboxymethylcellulose were given daily via intragastric administration in treatment group, while the equal volume of 5% sodium carboxymethylcellulose was administrated in the control group. The treatment lasted 21 days. The tumor volume was measured every three days and calculated in the following formula: length × width × height/2 [23]. At the end of the study, tumors were carefully removed and the paraffin sections were prepared for TUNEL analysis. Blood was sampled from the eyes of all mice and detected. All procedures for animal care were approved by the Animal Management Committee of Fudan University.

### TUNEL assay

The DeadEnd™ Colorimetric TUNEL System was from Promega Corporation (USA) and used according to manufacturer’s instructions.

### Statistical analysis

Variance between the groups was analyzed using a two-tailed t-test. P < 0.05 was considered to be significant. All statistical analyses were performed using SPSS 16.0 software.

## Results

### Inhibition of cell proliferation

In order to verify the anti-cancer effects of fenofibrate on the cell lines representing different molecular subtypes, twelve breast cancer cell lines and one human breast epithelial cells, MCF-10A, were treated with fenofibrate at different concentrations (0, 6.25, 12.5, 25, 50 and 100 μΜ, DMSO in each group was balanced) for 72 hours. Figure 1A showed that fenofibrate inhibited the proliferation of the twelve breast cancer cell lines in a dose-dependent manner, especially of TNBC cell lines, but had the least effect on MCF-10A cells. The first five most sensitive ones were all TNBC cell lines, that were MDA-MB-231, MDA-MB-453, BT549, MDA-MB-436 and MDA-MB-231HM cell lines, and their IC_50_ for 72 hours were 16.07 ± 4.44 μM, 26.72 ± 10.04 μM, 34.47 ± 13.88 μM, 74.46 ± 17.75 μM and 82.09 ± 21.21 μM respectively, and MDA-MB-231 cells were the most sensitive ones (Figure 1B). Fenofibrate inhibited the proliferation of T47D, MCF-7 and SKBR3 cells, however, when compared with TNBC cell lines, they were comparatively less responsive and their IC_50_ were all above 80 μM (Figure 1B). Therefore, we chose MDA-MB-231 cells as a representative for the subsequent study.

**Figure 1:**
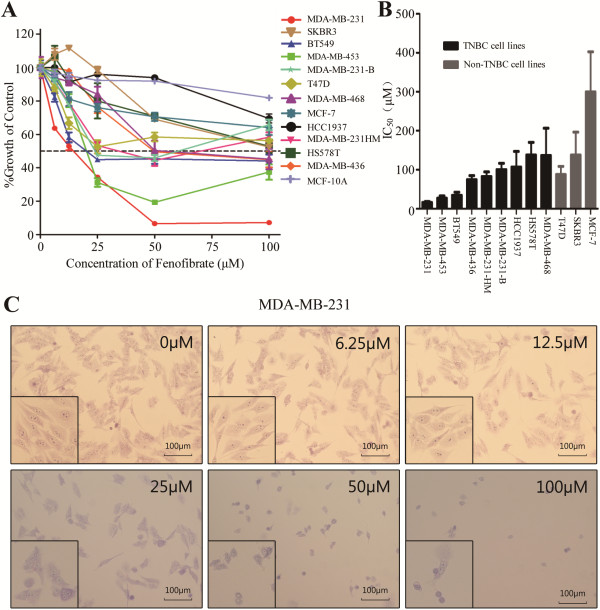
**Fenofibrate inhibits breast cancer cells proliferation. (A)** Fenofibrate was able to inhibit the proliferation of twelve breast cancer cell lines in a dose-dependent manner, but had the least effect on MCF-10A cells. **(B)** The 72 h IC_50_ for each cell line was shown and the first five most sensitive cell lines to fenofibrate were all TNBC cell lines, that were MDA-MB-231, MDA-MB-453, BT549, MDA-MB-436 and MDA-MB-231HM cells, and MDA-MB-231 cells were the most sensitive ones. Data represent the means ± SD of three independent experiments. TNBC = triple-negative breast cancer. **(C)** A considerable number of MDA-MB-231 cells had morphological changes, including the shrinkage and rounding up of cells when treated with fenofibate.

Figure 1C showed that as early as 24 hours after fenofibrate treatment at different concentrations (0, 6.25, 12.5, 25, 50, and 100 μM, DMSO in each group was balanced), the number of MDA-MB-231 cells decreased and morphology was altered with features, that were the shrinkage and rounding up of cells.

### Induction of apoptosis

In order to elucidate the detailed mechanisms of death induced by fenofibrate in MDA-MB-231 cells, we did further experiments. MDA-MB-231 cells were treated with fenofibrate at different concentrations (0, 12.5, 25, 50, and 100 μM, DMSO in each group was balanced) for 24 and 48 hours. As shown in Figure 2A and B, the percentage of apoptotic cells reached 27.6 ± 2.2% and 41.8 ± 8.8% after 24 and 48 hours incubation with 100 μM fenofibrate, increasing by an almost 6.7- and 8.4-fold respectively when compared with DMSO-treated cells, suggesting a dose- and time-dependent manner. Besides MDA-MB-231 cells, fenofibrate induced apoptosis of BT549 cells and had little effect on MCF-10A cells (see Additional file 1A and B).

**Figure 2:**
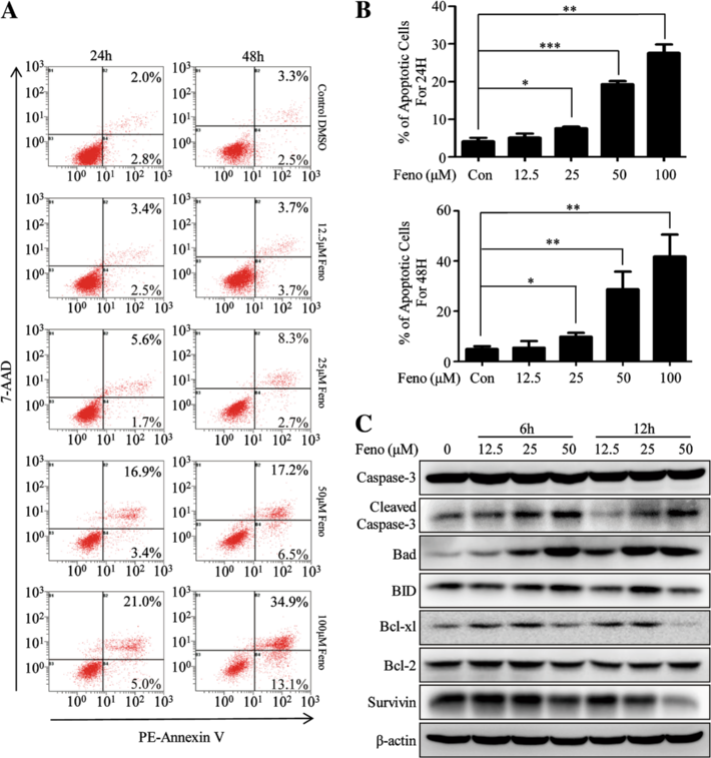
**Fenofibrate induces apoptosis of MDA-MB-231 cells. (A, B)** Fenofibrate induced apoptosis of MDA-MB-231 cells in a time- and dose-dependent manner. **(C)** Western blot analysis confirmed that fenofibrate dramatically up-regulated the expression of Bad and down-regulated the expressions of Bcl-xl and Survivin and finally induced cleavage of caspase-3, but had no impact on BID and Bcl-2. **(A, C) **All the experiments were repeated three times and the representative ones of those results were shown. **(B)** Data represent the means ± SD of three independent experiments. Feno = fenofibrate, Con = control, *indicates p < 0.05, **indicates p < 0.01, ***indicates p < 0.001.

Next we explored how fenofibrate mediated the apoptosis-inducing effect on MDA-MB-231 cells. Given that Bad, BID, related to the apoptosis-promoting process, and Bcl-xl, Bcl-2, Survivin, related to the apoptosis-inhibiting process, were key regulators of apoptosis, we investigated the effects of fenofibrate on these protein expressions. The whole cell extracts from MDA-MB-231 cells exposed to fenofibrate in various concentrations (0, 12.5, 25 and 50 μM, DMSO in each group was balanced) for 6 hours and 12 hours were detected by Western blot. On one hand, Bad was dramatically up-regulated, which might explain the prominent apoptosis-inducing capacity of fenofibrate. No significant change of BID was found for both 6 hours and 12 hours treatments. On the other hand, Bcl-xl and Survivin were significantly down-regulated, and fenofibrate had no effect on the Bcl-2 level. Furthermore, we found activation of caspase-3 (Figure 2C). All the results provided supports for our findings. In short, fenofibrate induced apoptosis of MDA-MB-231 cells through enhancing the expression of Bad and decreasing the expressions of Bcl-xl and Survivin, and finally resulting in activation of caspase-3.

### Cell cycle alteration

To further examine that whether cell cycle arrest was responsible for proliferation inhibition induced by fenofibrate, MDA-MB-231 cells were treated with various concentrations (0, 6.25, 12.5, 25 and 50 μM, DMSO in each group was balanced) of fenofibrate for 24 and 36 hours and examined by flow cytometry. The percentages of cells at G0/G1 phase were only 47.0 ± 3.0% for 24 hours and 45.9 ± 2.9% for 36 hours in the control group, and they increased to 63.0 ± 2.4% and 63.3 ± 2.6% respectively when the concentration of fenofibrate reached 50 μM and the effect was weaker when other concentrations were given (Figure 3A and B). The similar cell cycle arrest was found in MDA-MB-468 cells (see Additional file 1C).

**Figure 3:**
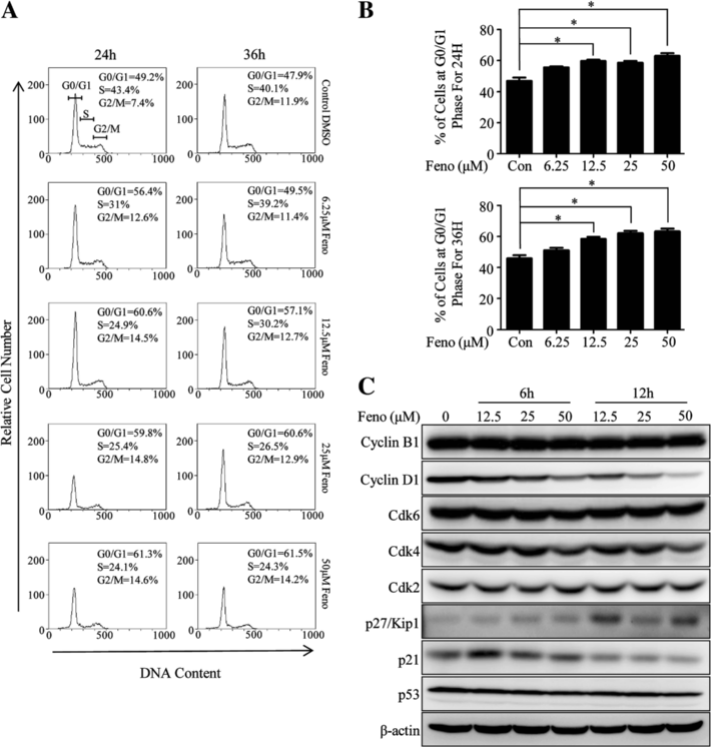
**Fenofibrate alters cell cycle of MDA-MB-231 cells. (A, B)** Treatment with fenofibrate led to cell cycle arrest of MDA-MB-231 cells at G0/G1 phase. **(C)** Fenofibrate exposure caused a time- and dose-dependent decrease of Cyclin D1 and Cdk4 and increase of p21 and p27/Kip1 while the expressions of p53, Cdk2, Cdk6 and Cyclin B1 remained unchanged. **(A, C)** All the experiments were repeated three times and the representative ones of those results were shown. **(B)** Data represent the means ± SD of three independent experiments. Feno = fenofibrate, Con = control, *indicates p < 0.05.

To determine how fenofibrate led to cell cycle arrest at G0/G1 phase, the whole cell extracts from MDA-MB-231 cells exposed to fenofibrate of various concentrations (0, 12.5, 25 and 50 μM, DMSO in each group was balanced) for 6 and 12 hours were detected by Western blot. In line with our cell cycle results analyzed by flow cytometry, the expression levels of Cyclin D1 and Cdk4, which were the G0/G1 phase related proteins promoting cell cycle progress, were decreased in a time- and dose-dependent manner (Figure 3C), when compared with DMSO- treated cells. As expected, the levels of p21 and p27/Kip1, whose effects were opposite to that of cyclin D1 and Cdk4, were increased (Figure 3C). There were no significant changes of p53, Cdk2, Cdk6 and Cyclin B1. All data demonstrated that treatment with fenofibrate led to cell cycle arrest of MDA-MB-231 cells at G0/G1 phase.

### Cell proliferation inhibition and apoptosis inducement independent of PPAR-α

Fenofibrate exerts the effect of lowering the levels of serum lipids over the activation of PPAR-α. MDA-MB-231 cells also express PPAR-α [24], so the question whether PPAR-α mediates anti-tumor effects of fenofibrate on MDA-MB-231 cells should be answered. GW6471 is a PPAR-α specific inhibitor with a median inhibitory concentration of 0.24 μM [25], and it is reported that 1.6 μM GW6471 inhibited the transcriptional activity of endogenous PPAR-α [10]. Furthermore, Additional file 2 showed that 5 μM GW6471 effectively inhibited the PPAR-α classic target gene expression of MDA-MB-231 cells (see Additional file 2 and Additional file 3). Therefore, 5 μM GW6471 was added to inhibit PPAR-α. As shown in the Figure 4A, the growth ratio of fenofibrate alone (0, 12.5, 25, 50 and 100 μM, DMSO in each group was balanced) vs. fenofibrate in combination with 5 μM GW6471 in 72 hours were 100.00 ± 9.14% vs. 99.90 ± 9.23%, 55.74 ± 5.43% vs. 58.60 ± 4.10%, 48.76 ± 5.16% vs. 41.43 ± 3.66%, 34.97 ± 2.82% vs. 28.92 ± 2.94%, 31.69 ± 3.43% vs. 25.71 ± 2.84% respectively, p > 0.05. In addition, the percentage of apoptotic cells treated with 50 μM fenofibrate alone vs. 50 μM fenofibrate in combination with 5 μM GW6471 in 24 hours was 21.55 ± 2.47% vs. 20.15 ± 1.34%, p > 0.05 (Figure 4B). The results above indicated that the drug might mediate the anti-cancer effects in a way independent of PPAR-α status.

**Figure 4:**
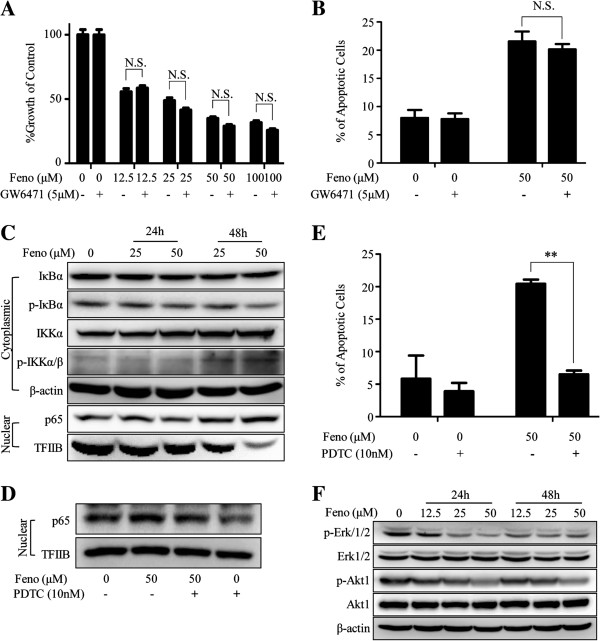
**Fenofibrate induces apoptosis via activation of NF-κB pathway in a PPAR-α independent way.** GW6471 (5 μM), a PPAR-α specific inhibitor, did not provide protection from anti-proliferation **(A)** and apoptosis **(B)** induced by fenofibrate. Data represent the means ± SD of three independent experiments. **(C)** Fenofibrate induced nuclear accumulation of p65 accompanied by increasing the levels of p-IKKα/β and IKKα and decreasing the level of p-IκBα, but had no impact on IκBα. **(D)** PDTC (10nM), a specific inhibitor of NF-κB, efficiently inhibited the nuclear accumulation of p65 induced by fenofibrate. **(E)** Cell apoptosis induced by fenofibrate was significantly decreased by co-treatment with fenofibrate and 10nM PDTC (** indicates p < 0.01 relative to fenofibrate treatment group). Data represent the means ± SD of three independent experiments. **(F)** Exposure to fenofibrate triggered a decrease in p-Akt1 and p-Erk1/2, but had no effects on Akt1 and Erk1/2. TFIIB was detected as a loading control of nuclear proteins. β-actin was served as a loading control of cytoplasmic proteins and whole cell proteins. N.S. = No statistical significance. Feno = fenofibrate.

### Fenofibrate induces apoptosis through activation of NF-κB pathway

Since apoptosis induced by fenofibrate was independent of PPAR-α, further investigation about the apoptosis mechanism was performed. Given that NF-κB was well known for its significant role in apoptosis, we detected the levels of its pathway related proteins and their phosphorylation status. NF-κB (p65) is inactive in the cytoplasm where it combines with IκB, mainly IκBα, which is regulated by IKKα/β. Under some stimuli, IκBα is phosphorylated by IKKα/β, then undergoes ubiquitination and degradation to release p65. Afterwards, p65 translocates to nucleus and promotes the transcriptions of target genes. As shown in Figure 4C, in MDA-MB-231 cells, the nuclear p65, the most abundant form of NF-κB, increased after fenofibrate treatment (0, 25 and 50 μM, DMSO in each group was balanced) for 24 and 48 hours, accompanied by up-regulation of phosphor-IKKα/β and IKKα and down-regulation of phosphor-IκBα in cytoplasm, but IκBα remained unchanged. All data showed that activation of NF-κB pathway was present with fenofibrate treatment.

In the next step, we explored that whether activation of NF-κB pathway contributed to the apoptosis effect induced by fenofibrate. PDTC is a specific inhibitor of NF-κB, which blocks the transactivation of NF-κB by suppressing the release of inhibitory subunit IκB from the cytoplasmic form of NF-κB [26]. As shown in Figure 4D, in comparison with 50 μM fenofibrate treatment, the nuclear p65 decreased under 10nM PDTC treatment alone or in combination with 50 μM fenofibrate for 48 hours in MDA-MB-231 cells. As shown in Figure 4E, the percentages of apoptotic cells were 5.85 ± 5.02% for control and 3.90 ± 1.84% for the 10 nM PDTC treatment alone (p > 0.05). However, compared with 50 μM fenofibrate treatment alone, it significantly decreased from 20.45 ± 0.92% to 6.50 ± 0.85% when treated with 50 μM fenofibrate in combination with 10nM PDTC for 24 h in MDA-MB-231 cells (p < 0.01). These results confirmed that activation of NF-κB pathway accounted for the apoptosis effect induced by fenofibrate.

In addition, we also explored the functions of Akt1 and Erk1/2 pathways in anti-tumor effects of fenofibrate. Figure 4F showed a down-regulation of phosphorylation of Akt1 and Erk1/2, but no changes occurred in the total expressions of Akt1 and Erk1/2 after fenofibrate treatment (0, 12.5, 25 and 50 μM, DMSO in each group was balanced) for 24 and 48 hours in MDA-MB-231 cells. Therefore, Akt1 and/or Erk1/2 signaling pathways might also be involved in the anti-tumor effects of fenofibrate in MDA-MB-231 cells.

### The gene expression profile

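The array data came from MDA-MB-231, a triple-negative human breast cancer cell line, with 1 array for the control group (0 μM, 24 h) and 1 array for the fenofibrate treatment group (50 μM, 24 h). There were no replicates, so the differences between the groups have no replicate check, and the number of arrays limits their precision. Each array was a single-color oligonucleotide array on which labelled RNA lights up spots of probes, and both arrays were on the same slide. Apart from control spots, each array held 43118 spots of 34127 different probes. Of these spots, 74.1% on the control array and 75.1% on the fenofibrate array were well above background, and no spot was saturated. The median processed signal was 147 on the control array and 142 on the fenofibrate array.
The authors deposited the background-corrected signal of each spot from the Feature Extraction software and a table of log2 values for 22879 probes. The values of that table were within a median of 0.00326 on the control array and 0.00339 on the fenofibrate array of the log2 signals after quantile normalization of both arrays. Its log2 changes differed from the recomputed ones by less than 0.05 for 99.6% of the probes. The values below start from the spot signals. Spots flagged as outliers (454 on the control array and 526 on the fenofibrate array) were left out, spots of the same probe were averaged, and the arrays were quantile normalized on the log2 scale. The accessions of 25771 probes matched 19740 genes of the RefSeq annotation of GRCh38.p14. A gene was represented by its brightest probe, and the counts below cover genes named in this way. This restriction was chosen after counts over all transcripts had been seen, and with unnamed transcripts counted the numbers past 2-fold were 2801 higher and 3676 lower. The brightest probe had to be well above background on at least 1 array. Where it was not well above background on the other array, a value under the lowest signal of a probe well above background was raised to that signal, so that the fold is a lower bound. A value above that signal was kept as measured. This left 16434 genes, of which 14762 were well above background on both arrays.
Probes spotted 10 times gave the error of the measurement within the arrays. The SD of the log2 change between spots of the same probe had a median of 0.10 and a 95th percentile of 1.16 over 815 such probes, so that for some probes the spots differed by more than the change of 1 on the log2 scale that a fold of 2 makes. This error leaves out the differences between cultures, extractions and labellings. Different probes of the same gene differed by more than spots of the same probe. Over the 3200 genes with a further probe well above background on both arrays, the log2 changes of both probes correlated with r = 0.288 across genes, which are not independent replicates. Among the 606 genes whose probes both had a mean log2 signal of at least 10, r was 0.595.
After fenofibrate, 1866 genes were higher and 2946 genes were lower by at least 2-fold, a threshold chosen here. Of these, 375 of the higher and 397 of the lower genes had only a lower bound. Another 92 of the higher and 200 of the lower genes rest on a kept value that was not well above background. The middle of the distribution was near 0, with a median log2 change of 0.06 over all genes and quartiles at -0.73 and 0.57. Of the 8 alternatives in processing, correction of the background with normexp moved the counts most, to 1064 higher and 1728 lower genes. Setting the 75th percentile of both arrays equal gave 2743 higher and 2475 lower genes.
The largest rises among genes measured on both arrays were those of GDF15 (log2 change 5.32), OPRL1 (4.68), NUPR1 (4.63), MAPK8IP2 (4.30) and RASGRP4 (4.03). They were followed by C7 (4.02), FZD8 (3.97), GALNT16 (3.92), INHBC (3.86) and SEMA4A (3.86). A further probe of OPRL1 rose by 0.58. The largest falls were those of ID1 (-4.26), SIX4 (-3.93), SBNO1 (-3.74), ETAA1 (-3.71) and MRFAP1L1 (-3.63). After these came HYLS1 (-3.61), ZNF175 (-3.57), TXNIP (-3.55), HTR1B (-3.55) and UBASH3B (-3.44). A further probe of SBNO1 had a log2 change of -1.51, and the other genes with a large fall were read from a single probe. All of these changes had the same sign under the 8 alternatives in processing, with sizes that were smaller for dim genes after normexp, such as -1.68 for ZNF175. For these genes, where there was 1 probe, the filter settings and the median of probes could not change the value.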

To make further investigation of the apoptosis-inducing effects of fenofibrate, we used the gene expression profile chip to compare the changes between the control group (0 μM for 24 hours) and fenofibrate treatment group (50 μM for 24 hours) in MDA-MB-231 cells. 

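Genes that regulate apoptosis changed in both directions after 50 μM fenofibrate. Of 141 measured genes on a list of apoptosis regulators, written from general knowledge because the GO release used by the authors was not used here, 21 were higher and 19 were lower by at least 2-fold. These 40 changed genes were at the 86.0th percentile among 10000 random lists of the same size matched on mean expression. The percentile was 98.0 for the higher genes and 33.1 for the lower genes. These percentiles describe the arrays and are not tests of the treatment. The median log2 change of the list was 0.04, at the 46.6th percentile. Counted with a threshold of 3-fold, 21 genes of the list changed, at the 98.7th percentile, and with 1.5-fold 72 genes changed, at the 66.6th percentile.
The largest changes in the list were rises of NUPR1 and of HRK, a pro-apoptotic member of the Bcl-2 family (log2 change 3.16), and falls of DIDO1 (-3.02) and of the apoptosome component APAF1 (-2.95). PPP1R15A, a gene of the response to stress, rose by 2.66. The 4 probes of DIDO1 had log2 changes between -3.02 and -1.38. HRK, APAF1 and PPP1R15A were each read from a single probe. A list of 90 measured stress response genes had 17 higher and 14 lower genes, with the higher genes at the 99.98th and the lower genes at the 87.6th percentile of the random lists, and their sum at the 99.99th. The mean log2 change of this list was 0.17, at the 99.2th percentile, while its median was 0.03, at the 40.6th percentile, and lay between -0.05 and 0.45 in the alternatives.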

As shown in Figure 5A, the top ten most obvious changes in GO biological process classification were response to stress, death, cell death, programmed cell death, apoptosis, cellular component biogenesis, cellular component assembly, regulation of cell death, regulation of programmed cell death and regulation of apoptosis, out of which 7 were related to death, 4 to apoptosis. In the top ten most significant down-regulated pathways, cell cycle ranked first and pathway in cancer ranked fourth (Figure 5B). 

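The median log2 change of 121 measured genes on a cell cycle list was -0.62, against 0.06 for all 16434 genes. None of the 10000 matched random lists had a median this low, the lowest being -0.33. In the list 39 genes were lower and 7 were higher by at least 2-fold. The lists used here were written from general knowledge and are not the pathway release that the authors searched. The paper picked the pathways themselves from these same arrays, so their distance from random lists is not independent support. The genes with the largest falls were SMC1A (log2 change -2.71), CDC23 (-2.51), BUB1B (-2.23), E2F2 (-2.22) and CDC25C (-2.19). A further probe of SMC1A fell by 1.44 on the log2 scale. Of 30 genes in the list with a further probe, 21 had a further probe that fell, and the median log2 change of these further probes was -0.65. With the 75th percentile of the arrays set equal the median of the list was -0.36, but that scaling also raised the median of all genes by 0.20. Relative to the median of all genes, the list lay between -0.68 and -0.59 under the main processing and its 8 alternatives. The other genes named here were read from a single probe.
The list of pathways in cancer, with 275 measured genes, had a smaller fall. Its median log2 change was -0.16, and 0.210% of the random lists had a lower median. In this list 64 genes were lower and 19 were higher by at least 2-fold. SOS2 (-2.67), BIRC3 (-2.66), IGF1R (-2.49), FADD (-2.35) and PIK3CB (-2.26) had the largest falls. The sign of this median depended on the scaling, and it was 0.01 with the 75th percentile set equal. Without the genes that are also on the cell cycle list, the median was -0.14.

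**Figure D1:**
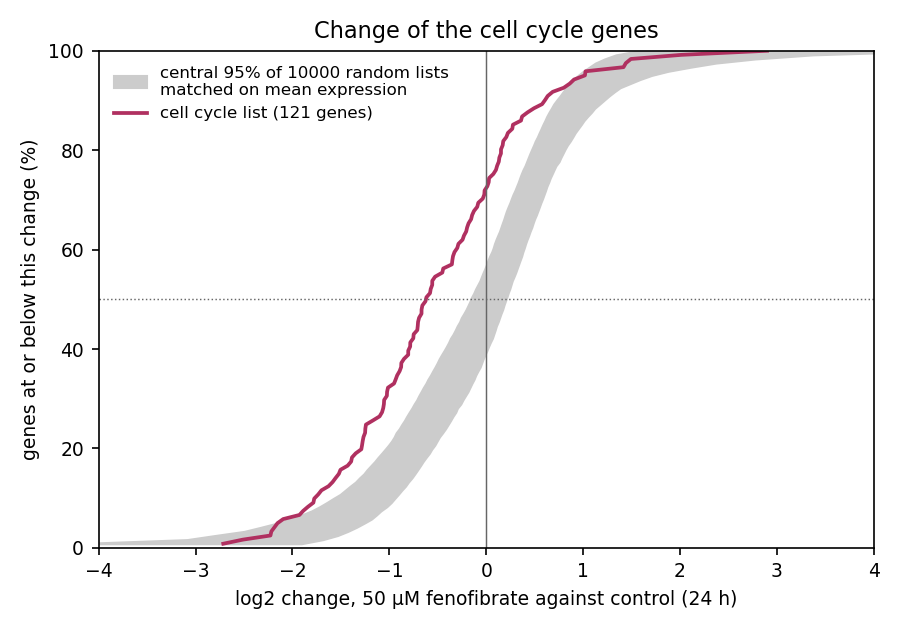
Log2 change after 50 μM fenofibrate for 24 h (x axis) of the 121 measured genes on the cell cycle list, as the percentage of genes at or below each change (y axis). The line is the cell cycle list and the grey band holds the central 95% of 10000 random lists matched on mean expression. The line crosses 50% at -0.62, to the left of the band.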

In the top ten most significant up-regulated pathways, p53 pathway ranked tenth (Figure 5C). These data was in line with our results *in vitro*.

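On a list of p53 signaling genes, all 67 of which were measured, 11 genes were higher and 14 were lower by at least 2-fold. The number of higher genes was at the 93.9th percentile and the number of lower genes at the 88.7th percentile of the matched random lists. The 25 changed genes in both directions were at the 98.35th percentile. The median log2 change was -0.02, at the 29.3th percentile, inside the central 95% of random lists. Across the main processing and its alternatives, the median lay between -0.09 and 0.11, and its percentile between 8.27 and 32.4. The largest rises were those of MDM4 (log2 change 2.83), GADD45A (2.01), IGFBP3 (1.76), CDKN2A (1.49) and MDM2 (1.44). Both probes of MDM4 rose, by at least 2.40. The probes of MDM2 disagreed, and 1 of its 3 probes fell by 2.64 on the log2 scale. A further probe of CDKN2A did not change (-0.05), so whether the transcript of this gene rose is open. The list shares 24 genes with the cell cycle list, and without them its median was 0.00, at the 38.5th percentile.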

**Figure 5:**
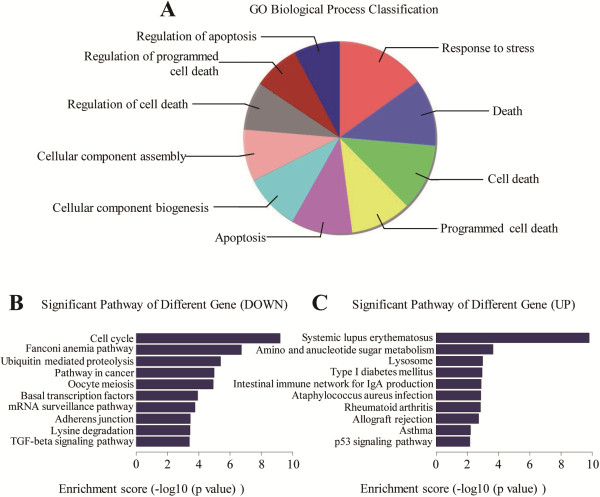
**Changes of the gene expression profiling.** After fenofibrate treatment, **(A)** the top ten most obvious changes in GO biological process classification confirmed that fenofibrate could induce apoptosis of MDA-MB-231 cells. **(B)** Cell cycle pathway ranked first in the top ten most significant down-regulated pathways. **(C)** p53 pathway ranked tenth in the top ten most significant up-regulated pathways.

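Lists for all 20 pathways shown in Figure 5B and Figure 5C were set against random lists in the same way. The paper picked these pathways from these same arrays for their change. Medians outside the random range were therefore likely in advance and are not independent support. Of the 10 lists for Figure 5B, 9 had a median below the central 95% of the random medians. The lowest was that of Fanconi anemia (median log2 change -0.90, 47 genes), followed in the main processing by basal transcription factors (-0.72, 41 genes) and the cell cycle. The basal transcription factors were lower than the cell cycle list in 4 of the 8 alternatives. Oocyte meiosis had a median of -0.57, ubiquitin mediated proteolysis of -0.42, lysine degradation of -0.41, adherens junction of -0.37 and TGF-beta signaling of -0.32. The exception was mRNA surveillance, with a median of -0.16 at the 6.35th percentile. By the number of lower genes in units of the SD over the random lists, a measure chosen after the counts had been seen, the cell cycle list ranked 1 and pathways in cancer ranked 6 among these 10 lists. Of the 10 lists for Figure 5C, 8 had a median above the central 95%. The exceptions were amino and nucleotide sugar metabolism (0.28, at the 95.8th percentile) and p53 signaling. By the number of higher genes in the same units, systemic lupus erythematosus ranked 1 and p53 signaling ranked 10. The lupus list had a median of 0.77 over 109 genes, with 37 higher and 10 lower genes. Type I diabetes mellitus had a median of 0.63, the intestinal immune network for IgA production of 0.68, allograft rejection of 0.56, asthma of 0.79, lysosome of 0.30 and rheumatoid arthritis of 0.26. The lists of lupus, diabetes, the IgA network, Staphylococcus aureus infection, rheumatoid arthritis, allograft rejection and asthma share the same 6 higher HLA class II genes, so their values are not independent of each other. Without any HLA class II gene, the asthma list went from 24 to 10 measured genes and allograft rejection from 31 to 17. Of these lists apart from lupus, only that of Staphylococcus aureus infection then kept a median above the central 95%. Several of the shortened lists had many genes unmeasured. For the list of Staphylococcus aureus infection only 74.5% of the genes were measured, so its median of 0.79 is incomplete.

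**Figure D2:**
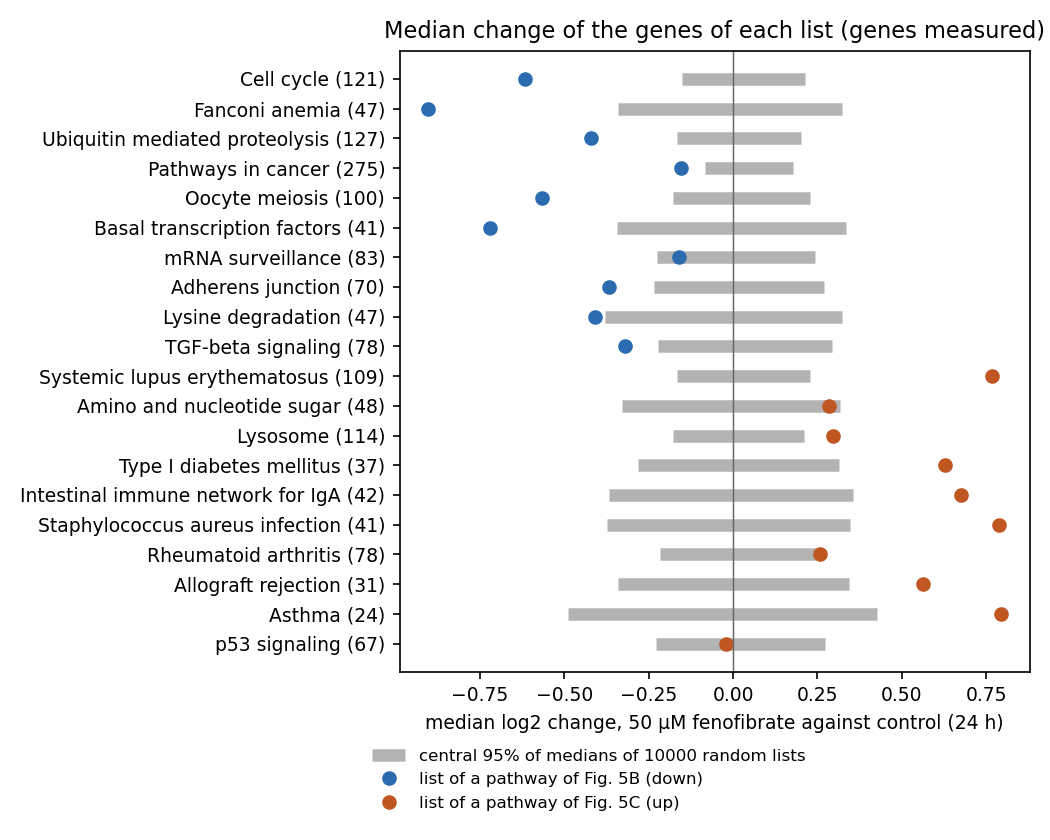
Median log2 change after 50 μM fenofibrate for 24 h (x axis) of the lists for the pathways of Fig. 5B (blue) and Fig. 5C (orange), with the number of genes measured in parentheses. Grey bars hold the central 95% of the medians of 10000 random lists matched on mean expression. The blue points lie below 0, and the orange points lie above 0 except for p53 signaling at -0.02. With the 75th percentile of the arrays set equal, pathways in cancer and p53 signaling change sign.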

### Slowing down tumor growth and induction of apoptosis *in vivo*

We further explored the effect of fenofibrate on tumor growth *in vivo*. As shown in Figure 6A, the volumes of tumors in the two groups reached the significant difference after 15 days of fenofibrate treatment (984.11 ± 59.99 mm^3^ for control and 578.79 ± 70.44 mm^3^ for fenofibrate on day 15, p < 0.01). The tumor sizes, weight of tumors and the percentage of tumor weight/mice body weight in the treatment group were significantly smaller than those of the control group after 21 days of fenofibrate treatment (2.09 ± 0.16 g vs. 2.94 ± 0.13 g for tumor weight and 8.89 ± 0.64% vs. 12.34 ± 0.52% for the percentage of tumor weight/mice body weight, p < 0.01, Figure 6B, C, D and E).

**Figure 6:**
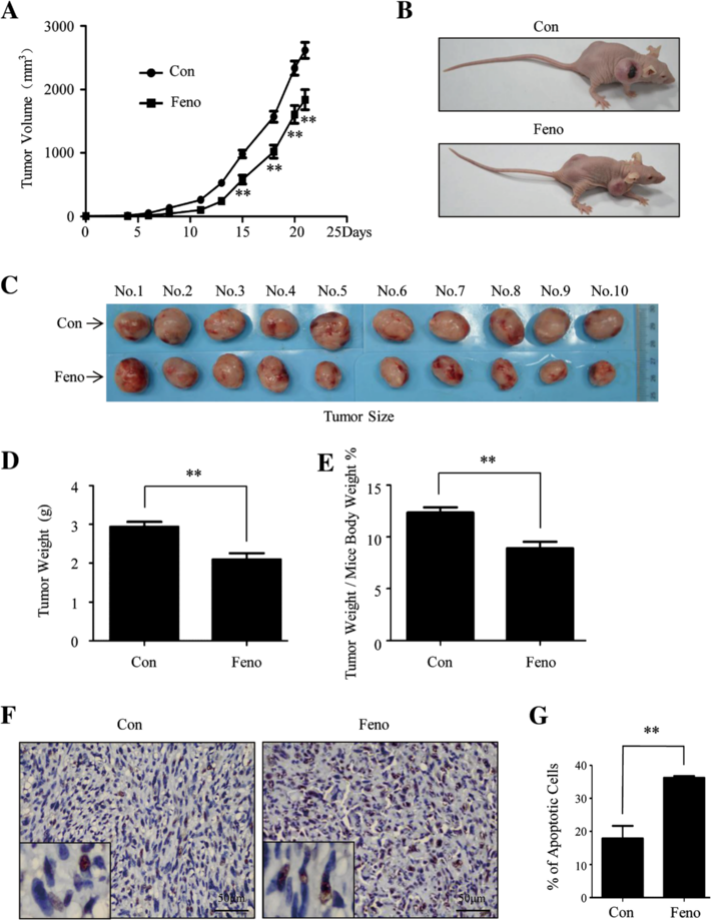
**Fenofibrate slow down the growth of xenograft model of triple-negative breast cancer by inducing apoptosis. (A)** Tumor volume with days after treatment. The volumes of tumors in the two groups reached a significant difference 15 days after fenofibrate treatment (** indicates p < 0.01 relative to the control group). **(B, C)** The tumor sizes in the treatment group were significantly smaller than that of the control group at the end of the study. **(D, E)** The tumor weight and the percentage of tumor weight/ mice body weight of the treatment group were significantly lighter than that of the control group (** indicates p < 0.01 relative to the control group). **(F, G)** The analysis of paraffin-embedded human breast cancer tissue from nude mouse models by TUNEL assay. Compared with the control group, TUNEL assay showed an increased number of apoptotic cells in fenofibrate treatment group (** indicates p < 0.01 relative to the control group). Feno = fenofibrate, Con = control.

In order to confirm that the effect on tumor growth *in vivo* was due to apoptosis induced by fenofibrate, the TUNEL assay was carried out. Compared with the control group, Figures 6F and G showed that the percentage of apoptotic cells with treatment increased from 17.84 ± 6.63% to 36.22 ± 0.87% (p < 0.01).

The safety of fenofibrate was also evaluated *in vivo*. As shown in the Figure 7A and B, there were no statistical differences between the control and treatment groups in body weight (23.80 ± 1.25 g vs. 23.40 ± 1.30 g, p > 0.05), white blood cells (WBC, 25.76 ± 7.36 × 10^9^/L vs. 16.93 ± 7.08 × 10^9^/L, p > 0.05), hemoglobin (HGB, 169.70 ± 7.04 g/L vs. 153.78 ± 7.92 g/L, p > 0.05), platelet (PLT, 911.00 ± 249.70 × 10^9^/L vs. 1048.67 ± 163.30 × 10^9^/L, p > 0.05), alanine transaminase (ALT, 129.44 ± 46.12 IU/L vs. 152.77 ± 35.09 IU/L, p > 0.05), aspartate aminotransferase (AST, 629.57 ± 42.23 IU/L vs. 630.21 ± 29.93 IU/L, p > 0.05) and blood urea nitrogen (BUN,10.41 ± 0.39 mmol/L vs. 10.44 ± 0.25 mmol/L, p > 0.05), suggesting that fenofibrate was safe and had little side effects on hematologic, hepatic and renal function *in vivo*. These results showed that fenofibrate slowed down tumor growth and induced apoptosis in xenograft mouse model with a good safety profile.

**Figure 7:**
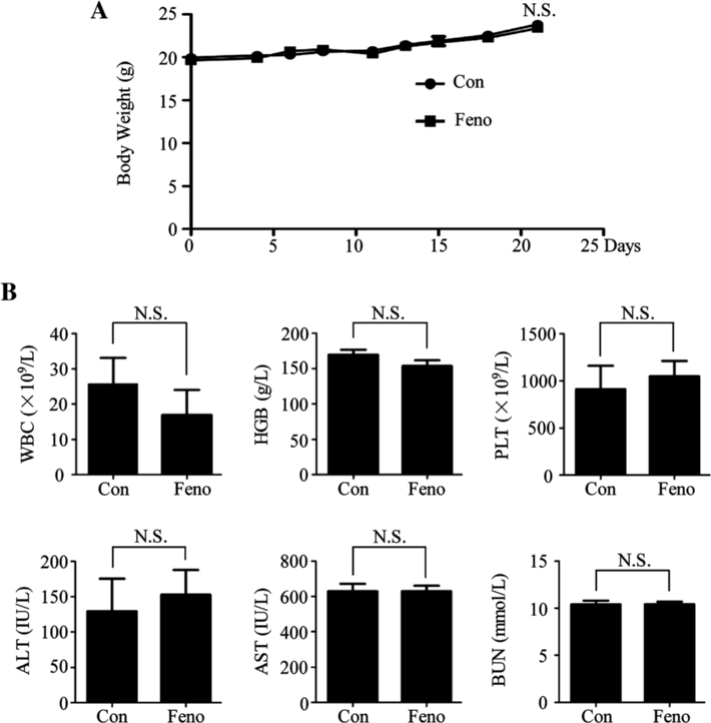
**Fenofibrate has a good safety profile.** No obvious treatment-related toxicity in terms of body weight **(A)**, hematopoietic function, liver function and kidney function of animals **(B)** was observed. Con = control group, Feno = fenofibrate group, WBC = white blood cells, HGB = hemoglobin, PLT = platelet, AST = aspartate aminotransferase, ALT = alanine transaminase, BUN = blood urea nitrogen, N.S. = No statistical significance.

## Discussion

To our best knowledge, the present study first showed the activity of fenofibrate against TNBC cell lines both *in vitro* and *in vivo*. Our results showed that the involved mechanisms resulted from the convergent effects on cell apoptosis mediated by NF-κB nuclear translocation and subsequent transactivation and cell cycle arrest by fenofibrate treatment.

Caspase plays a central role in the execution of apoptosis, especially caspase-3, and a variety of apoptotic signaling would lead to activation of caspase-3 [27]. The increase of pro-apoptosis Bcl-2 family, such as Bad and BID, decrease of anti-apoptosis Bcl-2 family, such as Bcl-xl and Bcl-2, and down-regulation of Survivin [28] led to apoptosis by activation of caspase-3. Study showed that fenofibrate induced apoptosis in mantle cell lymphoma followed by caspase-3 activation [8]. The Bcl-2 expression decreased in the exposure of fenofibrate in mantle cell lymphoma and prostate cancer cells as well [6,8]. However, in the present study, we detected notable decrease of Bcl-xl and increase of Bad but no significant changes in Bcl-2. Bad had been shown to bind more strongly to Bcl-xl than Bcl-2, and it could reverse the anti-apoptosis activity of Bcl-xl, but not that of Bcl-2 [29]. The phosphorylation of Bad by growth-factor-mediated signaling contributed to the cytoprotective function of Bcl-xl but not Bcl-2 [30]. These data showed a more intimate relationship between Bcl-xl and Bad than that between Bcl-2 and Bad, providing a strong support to our experimental results. Collectively, fenofibrate disrupts the net balance between pro- and anti-apoptosis in TNBC and then triggers caspase activation, leading to cell apoptosis ultimately.

Besides apoptosis, cell cycle arrest induced by fenofibrate in TNBC contributed to the anti-proliferation effect. Interestingly, the expression of p21 increased when the cells were exposed to fenofibrate for 6 hours, however, the effect disappeared when the exposure time lasted for 12 hours, implicating that the p21-mediated G0/G1 phase arrest might be an early event. Such G0/G1 phase arrest was accordance with the reports in prostate cancer [6], mantle cell lymphoma [8], endometrial cancer [17] and hepatocellular carcinoma [10]. The gene expression profile data in our research further confirmed the apoptosis and cell cycle arrest effects induced by fenofibrate.

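Genes of different phases of the cell cycle fell by different amounts in the array data. Of 43 genes expressed in S phase, taken from the list shipped with the Seurat package, the median log2 change was -0.81, and 16 were lower by at least 2-fold. Of 53 measured genes expressed in G2/M phase, the median log2 change was -1.28, and 35 were lower by at least 2-fold with no gene higher by as much. No random list matched on mean expression had a median as low as either list. For apoptosis the arrays gave changes of regulators in both directions, as described above for the list of 141 genes. The paper's evidence for apoptosis includes flow cytometry, activation of caspase-3, the effect of PDTC and the TUNEL assay. It takes the expression profile, with the GO classes in Figure 5A, as further evidence of apoptosis and cell cycle arrest.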

The anti-proliferation and apoptosis-inducing effects of fenofibrate in TNBC were independent on PPAR-α status, which was also reported in B-cell lymphoma [5], prostate cancer [31], hepatocellular carcinoma [10], mantle cell lymphoma [8] and endometrial cancer [17]. However, the PPAR-α dependent mechanisms were used to explain the anti-cancer effects of fenofibrate in glioma [12], glioblastoma [7] and melanoma [14]. This paradoxical phenomenon might be due to the differences in tumor types or experimental conditions.

The further investigation shed light on the possible mechanisms of apoptosis induced by fenofibrate, showing that activation of NF-κB pathway played an important role. In the presence of fenofibrate, PDTC inhibited the accumulation of p65 in the nucleus and reversed the apoptosis effect. It is well known that NF-κB has bidirectional modulatory effects on cell apoptosis [32,33]. Consistent with our findings, several studies showed that up-regulation of NF-κB was associated with cyanide-induced apoptosis [34], thymocyte apoptosis [35], both paclitaxel- and doxorubicin-induced apoptosis [36,37], and acted as anti-oncogene [38,39]. However, there were a few reports indicating that down-regulation of NF-κB signaling was observed in fenofibrate-related apoptosis in lung cancer [15] and mantle cell lymphoma [8]. Unlike our experiment, Liang et al. pretreated cancer cells with TNF-α, which artificially activates NF-κB signaling [15]. The work by Zak et al. only showed that fenofibrate could down-regulate the NF-κB signaling [8]. Combined together, fenofibrate kills cancer cells possibly via NF-κB signaling status.

Cyto-protective pathways, such as Akt1 and/or Erk1/2 pathways might also be involved in anti-tumor effects of fenofibrate in TNBC. Inhibition of Akt and/or Erk1/2 pathways led to apoptosis and cell cycle arrest [40-42]. It has been reported that fenofibrate induced attenuation of Akt and/or Erk1/2 activity in prostate cancer [6], hepatocellular carcinoma [10], melanoma [14], medulloblastoma [16] and glioma [12]. Inhibition of angiogenesis and migration by fenofibrate was related to the decreased Akt [43,44]. Akt activation might either inhibit apoptosis by phosphorylation of Bad [45], or lead to cell cycle arrest by down-regulation of p27/Kip1 [46] and p21 [47]. Inhibition of PI3K activity, leading to inhibition of Akt, induced G0/G1 phase cell cycle arrest accompanied by the decreased expressions of Cyclin D1 and Cdk4 [48]. It had been described that cross-talk existed between Akt and Erk cascades [49]. Thus, synergistic effects of Akt and Erk with fenofibrate treatment might be more potent than either pathway alone involved.

Last we asked whether the effective drug concentration found in our experiments was easy to achieve in cancer patients because the IC_50_ of fenofibrate for MDA-MB-231 cells seemed to be higher. Willson et al. found that the human half maximal effective concentration (EC_50_) of fenofibrate was about 30 μM, and all PPAR-α agonists demanded such high micromolar concentration to activate PPAR-α ligands, which might explain why high doses were clinically needed [50]. Therefore, the concentration of fenofibrate used in our study was within the range achieved in patients with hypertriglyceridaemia and mixed dyslipidaemia who were treated with common dose of fenofibrate. A safety issue was another concern. Fenofibrate had the least effects on human breast epithelial cells (Figure 1A and Additional file 1B) and the data from the xenograft mouse model provided the evidence that such doses of fenofibrate were safe and had little side effects on hematologic, hepatic and renal functions.

Unlike other new developing anti-TNBC drugs, fenofibrate had been approved by the Food and Drug Administration for clinical use in patients with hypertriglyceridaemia and mixed dyslipidaemia for decades. Besides, fenofibrate was renal protective in doxorubicin-induced glomerular injury [51] and cisplatin-induced proximal tubule cell death [52]. However, mechanisms of sensitivity differences among breast cancer molecular subtypes and synergetic effects of fenofibrate with chemotherapy drugs in TNBC remain unclear in our study, further research will be paramount to unravel the mysteries.

## Conclusions

In conclusion, our results showed that fenofibrate was able to induce apoptosis *in vitro* and *in vivo* in TNBC involving the activation of NF-κB pathway, which might widen the anti-cancer spectrum of fenofibrate. The safety, convenience and affordability of fenofibrate make it a promising cancer therapeutic agent in TNBC.

## Abbreviations

TNBC: Triple-negative breast cancer; PPAR-α: Peroxisome proliferator-activated receptor alpha; PDTC: Pyrrolidine dithiocarbamate; IC50: Half maximal inhibitory concentration; WBC: White blood cell; HGB: Hemoglobin; PLT: Platelet; AST: Aspartate transaminase; ALT: Alanine transaminase; BUN: Blood urea nitrogen.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HXC, ZQL, ZJ and YG made contributions to the conception, design and analysis of data. LT carried out most of the experiments and drafted the main manuscript. HXC, ZQL and ZJ revised the manuscript. SZM and LJM provided technical supports. FMH helped with TUNEL. NC and WZH discussed the data. All authors have read and approved the manuscript for publication.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/14/96/prepub

## Supplementary Material

Additional file 1 **The effect of fenofibrate on less sensitive breast cancer cells and human breast epithelial cells.(A)** Fenofibrate induced apoptosis of BT549 cells. **(B)** Fenofibrate barely induced apoptosis of MCF-10A cells, which were human breast epithelial cells. **(C)** Fenofibrate arrested cell cycle of MDA-MB-468 cells at G0/G1 phase. The experiments were repeated three times and the representative ones of those results were shown. Click here for file

Additional file 2 **The inhibition of PPAR-α by GW6471.** 5 μM GW6471 significantly inhibited PPAR-α activity, decreasing the ANGPTL4 expression of MDA-MB-231 cells, which was a PPAR-α classic target gene. Target mRNA level was normalized to GAPDH mRNA level. The result was expressed as fold change (±SEM) relative to the control. *P < 0.05, ***P < 0.001. Angiopoietin-like 4 = ANGPTL4, Feno = fenofibrate. For details of real-time PCR assay, see Methods of Additional files in Additional file 3. Click here for file

Additional file 3 **Methods of Additional files.** The method of quantitative real-time PCR to measure the ability of GW6471 inhibiting PPAR-α activity. Click here for file

# Supplementary material for: Fenofibrate induces apoptosis of triple-negative breast cancer cells via activation of NF-κB pathway
**Source:** BMC Cancer. 2014 Feb 16;14:96. doi: 10.1186/1471-2407-14-96
**Supplement:** Additional file 3 — Methods of Additional files. The method of quantitative real-time PCR to measure the ability of GW6471 inhibiting PPAR-α activity.

## Methods of Additional files

### Quantitative real-time PCR

To measure the ability of GW6471 inhibiting PPAR- $\alpha$  activity, quantitative real-time PCR was performed to assess angiopoietin-like 4 (ANGPTL4) expression, which was the PPAR- $\alpha$  classic target gene [1, 2]. Total RNA was isolated by TRIzol (Invitrogen) after MDA-MB-231 cells treated with DMSO or 50  $\mu$ M fenofibrate with or without 5  $\mu$ M GW6471 for 24 h. First strand cDNA was synthesized from 1  $\mu$ g of total RNA of each cell sample using PrimeScript<sup>TM</sup> RT reagent Kit (TaKaRa, Code No. RR047A). The cDNAs were used as templates for quantitative real-time PCR reactions. The PCR primers used were as follows: the forward primer, GGCTCAGTG GACTTCAACCG, the reverse primer, CCGTGATGCTATGCACCTTCT for ANGPTL4; the forward primer, ACAACTTTGGTATCGTGGAAGG, the reverse primer, GCCATCACGCCACAGTTTC for GAPDH. Sequences were 5' to 3'.

Quantitative real-time PCR were carried out using SYBR<sup>®</sup> Green Real time PCR Master Mix (TOYOBO, Code No.QPK-201) according to manufacturer's instructions. The analysis was performed using mastercycler ep realplex<sup>4</sup> (Eppendorf).

Amplification specificity was verified by visualizing PCR products on an ethidium bromide-stained 3% agarose gel. Gene expression was normalized to GAPDH and change in gene expression was measured relative to the control. 

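The change of ANGPTL4 in this assay is a ratio of ratios. The amount of ANGPTL4 transcript in each sample is first divided by that of GAPDH, a gene used as an internal reference for the amount of RNA, and the result is then divided by that of the control. A value above that of the control means more ANGPTL4 per unit of GAPDH, and a fall after GW6471, an antagonist of PPAR-α, is read as lower PPAR-α activity. The reading rests on GAPDH itself being equal between the treatments. The values of this assay were not analysed here.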

All experiments were repeated in triplicate.

### References:

1. Heinaniemi M, Uski JO, Degenhardt T, Carlberg C: **Meta-analysis of primary target genes of peroxisome proliferator-activated receptors.** *Genome Biol* 2007, **8**(7):R147.

2. Rakshandehroo M, Knoch B, Muller M, Kersten S: **Peroxisome proliferator-activated receptor alpha target genes.** *PPAR Res* 2010, **2010**.

How the deposited data were processed for this re-analysis (not part of the article)

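The gene expression profile compared MDA-MB-231 cells of the control group (0 μM) with cells treated with 50 μM fenofibrate, both for 24 h, on 1 single-color array per group. No group had replicates, and the number of arrays limits the precision of every value. The labels of both samples and the dose and time in the paper's results gave the same mapping.

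According to the methods, the authors extracted total RNA with TRIzol, hybridized it to a whole human genome oligonucleotide array, read the arrays with Feature Extraction (version 11.0.1.1), quantile normalized the data and filtered genes on fold change. The authors deposited, for each spot, the processed intensity, the median intensity of the spot and of its local background, and flags for outliers, saturation and signal well above background. They also deposited a table of log2 values for 22879 probes. Set against the spots, this table held the log2 of the quantile normalized processed intensity. Of its probes, 22841 were well above background on both arrays, which is also the number of all such probes after outlier spots were left out. The text of the paper names neither the fold threshold nor the filter on dim probes.

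From the deposited intensities, control spots and spots flagged as outliers were left out, the log2 processed intensities of the spots of a probe were averaged, and both arrays were quantile normalized with limma (version 3.58.1, R 4.3.3). A probe counted as well above background where most of its spots were. The array header names another genome build than the reference, so the RefSeq table of GRCh38.p14 served for names alone and no coordinates are given. Of 34127 probes, 25771 (75.5%) matched a gene by accession without version. The other probes kept the name in the files and were counted as genes only in an alternative. Counts of genes and all lists cover 16434 named genes. Each gene was represented by the probe with the highest mean over both arrays. A difference is given as fenofibrate minus control on the log2 scale, and a gene counted as changed from a fold of 2. No p-value is given across genes, because genes are not replicates.

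The lists of genes were written from general knowledge before the data were examined, as were the main settings and the 8 alternatives of processing. The pathways of Figure 5B and 5C, however, had been picked by the paper from these same arrays. Counting genes named by the reference alone, and drawing random lists from these, was decided after results over all entries had been seen, because a list can hold named genes alone and the 5219 unnamed entries had a median log2 change of 0.34. There were 27 lists, for the pathways of Figure 5B and 5C, apoptosis, stress response, NF-κB targets, PPAR-α targets, sterol synthesis, interferon response and ribosomal proteins. Another 4 lists (targets of ATF4, targets of p53, short-lived transcripts, respiratory chain) were written after the first look at the genes. GDF15, NUPR1 and the stress response list had been seen by then, as had the medians of gene families that make up most of the respiratory chain list. In addition, 19 gene families chosen by their symbols were scanned, and the zinc finger, HLA class II and olfactory receptor genes were picked from these for a closer look. For each list the median log2 change and the numbers of higher and lower genes were given as percentiles among 10000 random lists of the same size, drawn from the other named genes and matched on mean expression in 20 bins. The rule for the genes named in the text took the genes the paper names, some of which are not reported here, the 10 largest rises and 10 largest falls among genes well above background on both arrays, and the 5 largest changes of each list behind a claim in the claim's direction. Other genes are named where stated as chosen after their values were seen.

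The alternatives were setting the 75th percentile or the median of both arrays equal, cyclic loess, a normexp background correction (offset 50) followed by quantile normalization, the authors' log2 table, a filter on both arrays, no filter, and the median of a gene's probes. Normexp was planned on the mean spot intensity. That column was not used here, and the median intensity of the spot stood in for it. Thresholds of 1.5-fold and 3-fold were also tried. A list median counted as moved where it changed by more than the median SD of the log2 change between spots of a probe (0.10), and a count where it changed by more than 1.5 times.

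The steps were tested on simulated data for the same comparison of 1 array with 1 array. Noise between spots with an SD of 0.1 was simulated, and neither the larger spread of some probes nor disagreement between probes of a gene was. The recovery therefore shows that the steps run as intended and gives no error rate for the arrays. Over 16434 genes, 200 genes were given known changes of at least 3-fold and all 200 were recovered, with 0 other genes called. These genes and both simulated lists were drawn from brighter genes well above background on both arrays. Recovery of dim genes and of lower bounds was therefore not tested. With noise so small against the threshold, this recovery was to be foreseen. A list of 120 genes lowered by 0.6 on the log2 scale came out at -0.62, below all random lists, and an unchanged list came out at the 27.4th percentile. Python (version 3.11.15) with numpy 2.4.6 and pandas 2.3.3 computed the values, and the lists for phases of the cell cycle came from Seurat 5.3.0. The sequence of the probes was not used here, so GC content was not examined.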

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

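The zinc finger, HLA class II and olfactory receptor genes were picked after a scan of 19 gene families, and the tests of intensity, of shared signal between probes, of HLA class II genes and both tests of genomic DNA were chosen or changed after the result was seen. Of the 19 families, 9 had a median outside the central 95% of random lists. Beside the zinc finger, HLA class II, histone and olfactory receptor genes, these were the keratin associated proteins (0.44), the NDUF (0.24) and COX (0.44) genes, the long intergenic RNAs (0.41) and the heat shock genes (-0.25), whose medians were computed under the main processing alone. The treatment is confounded with the culture and the labelling, because each group has 1 array. No biological explanation can therefore be separated from a difference between the cultures.

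A signal in genes that the paper does not discuss was the fall of the zinc finger genes. The 446 measured genes with a ZNF symbol had a median log2 change of -0.67, with 191 lower and 30 higher by at least 2-fold. Their median lay between -0.77 and -0.40 in the main processing and its 8 alternatives. The lowest median among 10000 random lists of the same size matched on mean expression was -0.14, which argues against a bias that depends on intensity. Signal shared between probes of related genes would make different probes of a gene move apart, and this cannot be told apart from a fall of the genes themselves. The further probes of 82 zinc finger genes had a median log2 change of -0.74, and 62 of them fell, but only 59.8% moved the same way as the brightest probe, against 66.6% for all genes with a further probe. The test was first set up on the genes lower by at least 2-fold, where 19 of 25 further probes also fell (76%), and was changed to all further probes after that value was seen. A candidate explanation is a general fall of short-lived transcripts, to which many zinc finger genes belong. A list of 88 other measured regulators with short-lived transcripts had a median of -0.25, at the 1.12th percentile, and had 21 lower and 11 higher genes. Respiratory chain genes, taken as long-lived transcripts, had a median of 0.20, and ribosomal protein genes one of 0.10, which fell to -0.28 in the alternatives and rose to 0.62. Families that make up these lists had been seen before this test was set up, and only the median of the short-lived list was unseen. The list of short-lived transcripts fell by less than the zinc finger genes, so it may account for part of the pattern. RNA integrity and GC content remain open as technical explanations and were not tested.

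The HLA class II genes also rose without being discussed in the paper. The median log2 change of 16 measured genes was 0.96, and 6 of them were higher by at least 2-fold, among them HLA-DOA (1.85), HLA-DPB1 (1.82) and HLA-DMB (1.39). HLA class I genes had a median of 0.07 (6 genes), which lay between -0.11 and 0.70 in the alternatives, so their direction is open. Probes of the near-identical HLA-DRB genes can share signal, so these are not separate measurements. The same 6 higher genes are on the lists for type I diabetes, the intestinal immune network, Staphylococcus aureus infection, rheumatoid arthritis, allograft rejection and asthma. Whether these genes alone raised those lists cannot be told apart. Without any HLA class II gene, the rheumatoid arthritis list had a median of 0.05 (51.9th percentile) and the intestinal immune network list one of 0.32 (89.1th percentile), inside the central 95% of random lists. So were those of type I diabetes (0.14, 64.2th percentile, 79.3% measured), allograft rejection (0.19, 71.4th percentile, 73.9% measured) and asthma (0.49, 90.0th percentile, 62.5% measured). Of the 6 lists, that of Staphylococcus aureus infection alone kept a median of 0.57 (99.7th percentile), above the central 95%, with 65.9% of its genes measured. The genes of the 6 lists together still had a median of 0.26 without any of them (99.3th percentile), but only 79.0% of those genes were measured. The limit of 80% for such a list was applied to this test after its value was seen, and without that limit the value would argue against the HLA class II genes as the whole cause. Genomic DNA in the RNA of the fenofibrate culture would add signal to silent genes as well. Without a filter on background, 367 olfactory receptor genes, a family taken as silent, gained a median normalized signal of 1.04, with 549 at the upper end of their central 95%, while 17 HLA class II genes gained a median of 1956. This argues against genomic DNA as the source of the rise of the HLA class II genes. For the other genes of the lists it cannot be told apart, since the olfactory receptor genes had a median log2 change of 0.44 with 53.4% measured and of 0.15 over all of them without the filter, and their signals are near background.

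The histone genes of the systemic lupus erythematosus list had a median log2 change of 0.87 over 60 genes, with 25 higher and 5 lower by at least 2-fold. The tests show that they do not carry the rise of that list alone. The rest of the list had a median of 0.56 over 49 genes, above all random lists, and contained the 6 higher HLA class II genes. Without any HLA class II gene, its median was 0.23, at the 77.8th percentile, with 77.8% of the genes measured. Histone genes are near-identical in sequence, and probes may share signal between them. This was not tested.

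GDF15 rose by 5.32 on the log2 scale, the largest rise of all named genes measured on both arrays, and NUPR1 rose by 4.63. Each has 1 probe. Across the other 8 ways of processing the change of GDF15 lay between 5.24 and 5.71, and that of NUPR1 between 3.89 and 4.78. Both genes are known targets of the stress response driven by the transcription factor ATF4. A list of 46 other measured targets of ATF4 had a median log2 change of 0.47, at the 99.9th percentile of random lists, with 12 higher and 3 lower genes. The higher ones included CBS (3.31), CTH (2.87), TRIB3 (2.30), ATF3 (2.29), DDIT3 (2.28), SLC3A2 (2.11) and ASNS (2.03), which are named here after their values were seen. The hypothesis of an ATF4 response is consistent with this list, but the list was written after both genes and a stress response list had been seen on the same arrays. GDF15 is also a target of p53. A list of 36 other measured targets of p53 had a median of 0.0194 (42.8th percentile), with 7 higher and 7 lower genes. As its members went both ways, activity of p53 cannot be told apart from its absence. That reading was settled after the value was seen.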

How the results depend on the processing

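The alternatives were chosen before the data were examined, except the counting of unnamed transcripts and the drawing of random lists from all entries. These were the first settings in use and became alternatives after their results were seen. The test on further probes was changed after its first result, which was 6 of 6 cell cycle genes lower by at least 2-fold whose further probe also fell. No paired analysis was possible because each group has 1 array.

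With normexp, 1064 genes were higher and 1728 lower by at least 2-fold, against 1866 and 2946 in the main setting. Of these, 1024 of the higher and 1655 of the lower genes were the same genes. Normexp adds an offset to dim signals, which shrinks their changes by construction. At 1.5-fold the counts were 4011 and 4773, and at 3-fold 765 and 1335. When transcripts without a gene name were counted, 2801 entries were higher and 3676 lower. Under the other normalizations and filters the counts stayed within 1.5 times of the main counts.

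The balance of higher and lower genes depended on the scaling. In the main setting 38.8% of the changed genes were higher, and with the 75th percentile set equal 52.6% were, with 2743 higher and 2475 lower genes. That scaling moved the median of all genes from 0.06 to 0.26, a shift of 0.20. In the 7 other ways of processing the share was between 36.5% and 42.4%. The spike-in probes that could have settled the scale were near background, with 29.7% of their spots well above background on the control array, so a difference in labelling between the arrays cannot be told apart from a true excess of falls.

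The fall of the cell cycle list had the same direction under every alternative. Its median was -0.36 with the 75th percentile and -0.48 with the median set equal, -0.81 for the S phase list and -1.28 for the G2/M list of Seurat. No random list was as low in any of these. A bias that depends on intensity is argued against by the lowest random median of -0.33, and noise of single spots by the median of -0.65 over the further probes of 30 listed genes, of which 23 moved the same way as the brightest probe. The pathways in cancer list reversed its sign with the 75th percentile set equal (0.00975, or 0.01 when rounded), where it was at -0.25 relative to all genes and at the 0.040th percentile. Because that scaling raised all genes, the sign and not the position among random lists depended on it. The p53 signaling list had a median of 0.11 with the 75th percentile set equal, at the 8.51th percentile, and stayed inside the central 95% of random lists under every alternative. Whether the genes it shares with the cell cycle list hide a rise cannot be told apart, as neither the list nor the list without them (0.00131) stood apart from random lists. When random lists were drawn from all entries, its percentile was 15.2, and none of these lists had a median as low as the pathways in cancer list.

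The number of changed apoptosis genes was 72 at 1.5-fold and 21 at 3-fold, and between 31 and 45 under the other ways of processing. Among the 66 genes chosen by the rule for named genes, 405 of 528 values under the alternatives were within 0.10 of the main one, and none of the changes of at least 2-fold reversed. Among 23 other lists, none of the medians outside the central 95% of random lists reversed. Their sizes were less stable, and 59 of 184 values under the alternatives moved by more than 0.10 from the main one. The median of TGF-beta signaling lay between -0.44 and -0.02 and that of basal transcription factors between -0.76 and -0.28.

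Signal over background limits the dim genes. Of 16434 genes, 738 were measured on the control array alone and 934 on the fenofibrate array alone, and their changes are bounds (1132 genes) or rest on a signal near background (540 genes). The tolerance of 0.10 is a median over probes, and the 95th percentile of the same SD was 1.16.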

Differences from the paper's values

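The paper states no number for a quantity that was computed here, since its Figure 5 gives p-values of pathways and no p-value across genes was computed from 1 array per group. The rankings it states were compared by the number of changed genes on each list, in units of the SD over matched random lists. That measure was chosen after the counts had been seen, and the paper ranks by the p-value of an enrichment.

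The paper places pathways in cancer the fourth among the down-regulated pathways. Among the lists for the same 10 pathways, it ranked 6 by the number of lower genes. The lists were not the release used by the authors. The lysosome is the third among the up-regulated pathways in Figure 5C and its list ranked 9, while the list of Staphylococcus aureus infection, the sixth in the figure, ranked 2. The ranks of the cell cycle (1) and of p53 signaling (10) were the same as in the paper. By the median log2 change, however, the lists of Fanconi anemia (-0.90) and basal transcription factors (-0.72) were lower than the cell cycle list (-0.62) in the main processing. The Fanconi anemia list was lower in 8 of 8 alternatives, and the basal transcription factor list in 4 of 8. The paper shows p53 signaling among the up-regulated pathways. Its list had 14 lower and 11 higher genes and a median log2 change of -0.02, and its count of higher genes was at the 93.9th percentile of random lists. With the 75th percentile of the arrays set equal, an alternative chosen before the data were examined, the median was 0.11, while that of all genes was 0.26.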

Other observations

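No test in this part was chosen after its result was seen, apart from the comparison of further probes. The following values are those of the arrays (50 μM, 24 h, transcripts), and they have no replicates. The paper measured these genes as proteins, some of them at other times, or by other assays. Of the regulators in Figure 2, BAD had a log2 change of -0.10, BID of 0.20, BCL2L1 (Bcl-xl) of 0.40, BCL2 of -1.42 and BIRC5 (Survivin) of -0.54. For BCL2L1, BCL2 and BIRC5 the SD of the log2 change between spots of the probe was 0.09, 0.11 and 0.08. A further probe of BCL2 had a log2 change of -2.27. The sign for BAD and for BIRC5 was the same in 6 of 8 alternatives. It reversed with the 75th percentile of the arrays set equal (BAD 0.30, BIRC5 0.15) and with the median set equal (BAD 0.18, BIRC5 0.03). The direction of both therefore depends on the scaling. The paper reports higher Bad, lower Bcl-xl and Survivin and unchanged BID and Bcl-2 proteins at earlier times.

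Of the cell cycle proteins in the paper, CCND1 (Cyclin D1) had a log2 change of 0.22, CDK4 of -0.18, CDKN1A (p21) of -0.16, CDKN1B (p27/Kip1) of 0.58, CDK2 of 0.01, CDK6 of -1.55 and CCNB1 (Cyclin B1) of -1.93. A further probe of CDKN1B rose by 2.07, and a further probe of CCNB1 fell by 1.26. The sign of CDK4 was the same in 6 of 8 alternatives and that of CDK2 in 7. CDK4 was positive with the 75th percentile (0.45) or the median (0.33) of the arrays set equal, so its direction depends on the scaling. The paper reports lower Cyclin D1 and Cdk4, higher p21 and p27/Kip1 and unchanged Cdk2, Cdk6 and Cyclin B1 proteins at earlier times.

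Of the NF-κB pathway, RELA (p65) had a log2 change of -0.03, CHUK (IKK-α) of -0.71, IKBKB of -1.49 and NFKBIA (IκBα) of -1.04. The sign of RELA was the same in 4 of 8 alternatives, and NFKBIA lay between -1.04 and -0.37 across the alternatives. At 24 h and later, the paper reports more p65 in the nucleus, more IKKα and phosphorylated IKKα/β, less phosphorylated IκBα and unchanged IκBα. Transcript levels do not measure where p65 lies in the cell or the phosphorylation of proteins. A list of 60 measured NF-κB target genes had a median of -0.08, at the 14.0th percentile of random lists, with 5 higher and 11 lower genes. The medians across the alternatives were between -0.14 and 0.11. AKT1 had a log2 change of -0.57, which lay between -0.58 and -0.04 across the alternatives, so the size of its fall depended on the scaling. MAPK3 (Erk1) had a log2 change of 0.11, with the same sign in 7 of 8 alternatives.

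PPAR-α target genes did not rise as a group. The list of 46 measured genes had a median log2 change of -0.70, at the 0.040th percentile, with 13 lower and 3 higher genes, and its median was negative under all 8 alternatives (-0.70 to -0.43). ANGPTL4, which the paper used as a target gene of PPAR-α at the same dose and time, had a log2 change of -1.71. Its change lay between -1.72 and -1.39 across the alternatives, at a single probe. PPARA itself had a log2 change of -1.02 at the brightest probe and 0.68 at a further probe, so its direction is open. SEMA6B, which the introduction names, had -0.56 and 0.58 at its probes. GAPDH had a log2 change of 0.00 and ACTB of -0.17, but their direction flips with the scaling, and under the alternatives GAPDH lay between -0.14 and 0.71 and ACTB between -0.71 and 0.28. The general transcription factor GTF2B had a log2 change of -1.43.

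Interferon response genes had a median of -0.32 over 46 genes, at the 2.63th percentile, and the sterol synthesis genes one of 0.04 over 27 genes, at the 50.0th percentile.

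Probes of the same gene often disagreed. Of 521 genes whose brightest probe was lower by at least 2-fold and that had a further probe, the further probe also fell for 361 (69.3%). For genes that were higher this held for 203 of 317 (64.0%). Among the 212 genes whose probes both had a mean log2 signal of at least 12, the log2 changes correlated across genes with r = 0.738. The cause of the disagreement was not tested.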
